# Convergent genetic aberrations in murine and human T lineage acute lymphoblastic leukemias

**DOI:** 10.1371/journal.pgen.1008168

**Published:** 2019-06-14

**Authors:** Benjamin J. Huang, Anica M. Wandler, Lauren K. Meyer, Monique Dail, Anneleen Daemen, Deepak Sampath, Qing Li, Xinyue Wang, Jasmine C. Wong, Joy Nakitandwe, James R. Downing, Jinghui Zhang, Barry S. Taylor, Kevin Shannon

## Abstract

The lack of predictive preclinical models is a fundamental barrier to translating knowledge about the molecular pathogenesis of cancer into improved therapies. Insertional mutagenesis (IM) in mice is a robust strategy for generating malignancies that recapitulate the extensive inter- and intra-tumoral genetic heterogeneity found in advanced human cancers. While the central role of "driver" viral insertions in IM models that aberrantly increase the expression of proto-oncogenes or disrupt tumor suppressors has been appreciated for many years, the contributions of cooperating somatic mutations and large chromosomal alterations to tumorigenesis are largely unknown. Integrated genomic studies of T lineage acute lymphoblastic leukemias (T-ALLs) generated by IM in wild-type (WT) and *Kras* mutant mice reveal frequent point mutations and other recurrent non-insertional genetic alterations that also occur in human T-ALL. These somatic mutations are sensitive and specific markers for defining clonal dynamics and identifying candidate resistance mechanisms in leukemias that relapse after an initial therapeutic response. Primary cancers initiated by IM and resistant clones that emerge during *in vivo* treatment close key gaps in existing preclinical models, and are robust platforms for investigating the efficacy of new therapies and for elucidating how drug exposure shapes tumor evolution and patterns of resistance.

## Author summary

A lack of predictive cancer models is a major bottleneck for prioritizing new anti-cancer drugs for clinical trials. We comprehensively profiled a panel of primary mouse T lineage leukemias initiated by insertional mutagenesis and found remarkable similarities with human T-ALL in regard to overall mutational burden, the occurrence of specific somatic mutations and large chromosomal alterations, and concordant gene expression signatures. We observed frequent duplication of the *Kras* oncogene with loss of the normal allele, which has potential therapeutic implications that merit further investigation in human leukemia and in other preclinical models. Mutations identified in mouse leukemias that relapsed after *in vivo* treatment with signal transduction inhibitors were also observed in relapsed human T-ALL, indicating that this model system can be utilized to investigate strategies for overcoming intrinsic and acquired drug resistance. Finally, preclinical models similar to the one described here that are characterized by a normal endogenous tumor microenvironment and intact immune system will become increasingly important for testing immunotherapy approaches for human cancer.

## Introduction

Most new anti-cancer agents fail in the clinic [1]. Whereas cancer cell lines have been integral to the development of most anti-cancer drugs and exhibit genotype-specific responses to some targeted inhibitors, they fail to model many fundamental properties of primary tumors. Patient derived xenograft (PDX) models are promising platforms for testing anti-cancer drugs, but also have inherent limitations, including lack of an intact immune system or normal tumor microenvironment and failure to fully recapitulate the clonal heterogeneity of advanced human cancers [1–3]. Mouse models in which cancers arise due to mutations introduced into the germline or following exposure to chemical mutagens also have distinct advantages and liabilities. Genetically engineered mouse (GEM) models reproduce many morphologic features of advanced human cancers, but diverge substantially with respect to the overall mutational burden and pattern of copy number alterations [4–8]. Whereas models initiated by chemical carcinogens may more accurately reflect the mutational profile of some human cancers [4, 6], extensive genetic variability and the inability to perform technical replicates are substantial barriers to widespread preclinical use.

IM was developed as an unbiased strategy for cancer gene discovery [9]. This approach initially involved injecting mice with retroviruses, which integrated into the genome and promoted tumorigenesis by activating proto-oncogenes or disrupting tumor suppressors. The locations of exogenous viral DNA insertions also served as molecular sequence tags that facilitated identifying candidate cancer genes. An appealing aspect of IM models is that they recapitulate the inter- and intra-tumoral genetic heterogeneity that is a hallmark of advanced human cancers [2]. Furthermore, technical advances such as the *PiggyBAC* and *Sleeping Beauty* transposon systems both expanded the spectrum of cancers that can be modeled and yielded tumors with insertions within many genes that are altered in corresponding human cancers [10–17].

We previously generated primary T-ALLs by injecting C57Bl/6 x 129Sv/Jae F1 mouse pups harboring a conditional mutant *Kras* oncogene *(Lox-STOP-Lox Kras*^*G12D*^*)* and congenic WT animals with the MOL4070LTR retrovirus [18]. Subsequent activation of endogenous *Kras*^*G12D*^ expression both accelerated disease onset and increased penetrance. Importantly, this system differs from other GEM models of *RAS*-driven cancers because the *Kras*^*G12D*^ mutation is a secondary event that cooperates with antecedent retroviral integrations [19, 20], and thus reflects the most common pathogenic sequence in patients [21]. T-ALLs initiated by IM typically exhibited 3–6 dominant clonal retroviral integrations, many of which occurred within or adjacent to known cancer genes. Interestingly, most of these leukemias also acquired somatic *Notch1* mutations, which are highly prevalent in human T-ALLs [19] and have also been observed in other murine models of T-ALL [22–24]. This unexpected observation raised the possibility that non-insertional genetic mechanisms broadly contribute to tumorigenesis in cancer models driven by IM. In this study, we set out to more thoroughly define the genomic and transcriptional landscape of a cancer model initiated by IM and to assess the contribution that non-insertional genetic mechanisms have on tumorigenesis and clonal evolution upon treatment with signal transduction inhibitors.

## Results

### The mutational landscape of IM-induced T-ALL is similar to that of human T-ALL

We performed whole exome sequencing (WES) on 21 independent IM-induced T-ALLs that were tested in preclinical efficacy studies of MEK and PI3 kinase (PI3K) inhibitors [20]. These leukemias included 15 primary T-ALLs isolated from *Kras*^*G12D*^ mice and 6 from WT mice (hereafter referred to as *Kras*^*WT*^). The mutational burden in T-ALLs induced by IM ranged from 0.2 to 0.8 somatic alterations per megabase of exome sequence (**Fig 1A**), which is similar to the mutation burden reported in human ALL [25].

**Fig 1:**
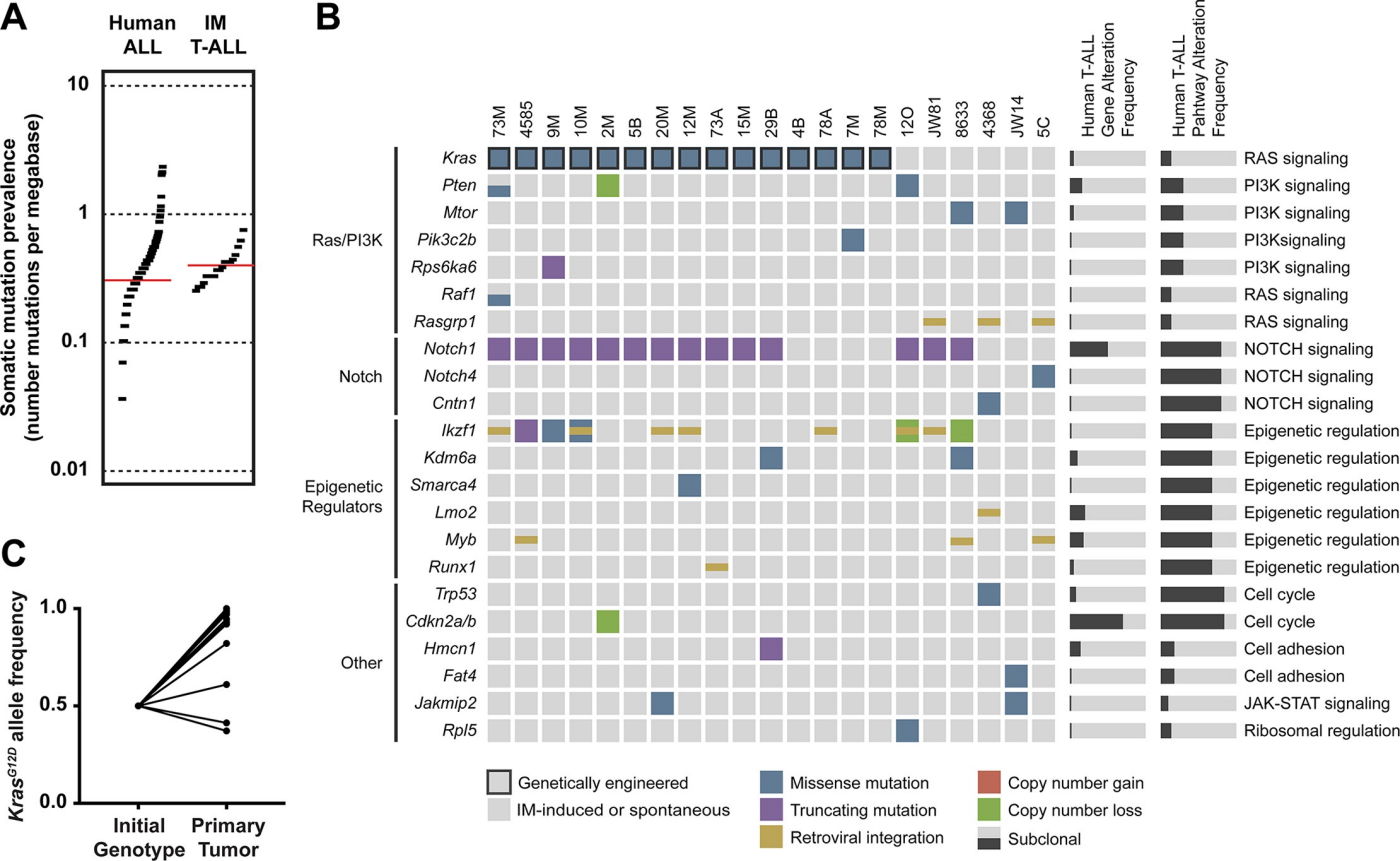
Somatic alterations and retroviral integrations in IM-induced T-ALLs recapitulate features of human T-ALL. (**A**) The overall mutational burden of IM-induced T-ALLs is similar to human ALL. (**B**) SNVs and indels in high-likelihood T-ALL driver genes are frequent and recurrent in IM-induced T-ALLs. Pathways that are most frequently affected include Ras, PI3K, Notch, Ikaros, and transcriptional regulators. Corresponding gene and pathway alterations are recurrent in human T-ALL as reported by Liu, *et al*. (**C**) Frequent copy neutral loss of heterozygosity occurs at the *Kras* locus with duplication of the mutant *Kras*^*G12D*^ allele in murine T-ALLs.

WES identified all 14 known *Notch1* mutations [19], and also uncovered somatic mutations in the Notch pathway genes *Notch4* and *Cntn1* in two additional leukemias (**Fig 1B**). Thus, the frequency of somatic mutations in genes linked to Notch signaling (16 of 21; 75%) was similar to what is observed in human T-ALL (**Fig 1B**), with *NOTCH1*/*Notch1* targeted most frequently in both species.

*IKZF1* encodes the Ikaros transcription factor that functions as a regulator of lymphocyte differentiation. Ten independent T-ALLs harbored a variety of *Ikzk1* alterations including retroviral integrations predicted to disrupt the coding region (n = 7), missense or truncating mutations (n = 3), and copy number losses (n = 2) (**Fig 1B**). Five additional genes that are mutated in human T-ALL and broadly regulate gene transcription or epigenetic programming were altered by retroviral integration *(Myb*, *Lmo2*, *Runx1)* or mutation (*Kdm6a*, *Smarca4*). *Myb* integrations and *Kdm6a* mutations were observed in three and two independent leukemias, respectively. Overall, 14 of 21 T-ALLs had one or more alterations of genes classified as transcriptional/epigenetic regulators, which is similar to the frequency observed in human T-ALL (**Fig 1B**). However, the involvement of specific genes varied between species. For example, while *Ikzf1* was affected far more often in murine T-ALL, *IKZF1* is recurrently mutated or deleted in relapsed human ALL and in certain high-risk leukemia subtypes at diagnosis [26–28].

Somatic Ras/PI3K pathway alterations were detected in 6 of 6 *Kras*^*WT*^ leukemias (100%), but in only 4 of 15 *Kras*^*G12D*^ T-ALLs (27%). *Rasgrp1*, which encodes a guanine nucleotide exchange factor that promotes Ras activation, is a recurrent site of retroviral integrations in *Kras*^*WT*^ leukemias [19, 29]. WES also identified mutations in five genes encoding protein components of the Ras/PI3K pathway in six additional T-ALLs. The low frequency of somatic Ras/PI3K pathway abnormalities in *Kras*^*G12D*^ T-ALLs suggests that expression of endogenous oncogenic *Kras*^*G12D*^ in leukemia initiating cells is sufficient to confer a clonal growth advantage in the absence of additional signaling mutations. Interestingly, however, mutant *Kras* allele frequencies were above 80% in 12 of 15 *Kras*^*G12D*^ leukemias (**Fig 1C**). We considered two potential explanations for this observation: a structural deletion of the WT *Kras* allele or somatic uniparental disomy (UPD) resulting in loss of WT *Kras* and duplication of *Kras*^*G12D*^. The presence of neutral *Kras* copy number inferred from WES data combined with frequent loss of C57Bl/6-specific single nucleotide polymorphisms (SNPs) around the *Kras* locus strongly implicated copy neutral loss of heterozygosity with increased *Kras*^*G12D*^ dosage as the underlying genetic mechanism (**S1 Fig**). These data are indicative of substantial selective pressure favoring the outgrowth of leukemic clones that have increased Ras signaling through a genetic mechanism that precisely duplicates *Kras*^*G12D*^ copy number, and are consistent with recent studies of mouse and human cancers [30, 31]. The overall proportion of mouse leukemias with Ras/PI3K mutations is substantially higher in this model system than in human T-ALL due to the presence of a *Kras*^*G12D*^ knock in mutation in 15 of the 21 of them (**Fig 1B**).

### Many somatic alterations occur in hotspots and are predicated to be pathogenic

To assess the functional consequence of single nucleotide variants (SNVs) and indels in murine T-ALLs, we mapped mutations to the corresponding human protein homologs and compared these data to somatic alterations reported previously. This analysis revealed alterations within conserved functional motifs, including *Pten*^*R130W*^ and *Raf1*^*S259P*^ (**Fig 2A**) [32–34]. *In silico* protein function prediction analysis revealed that most of the reported somatic alterations shown in Fig 1B are expected to abrogate or impair protein function (**Fig 2B**).

**Fig 2:**
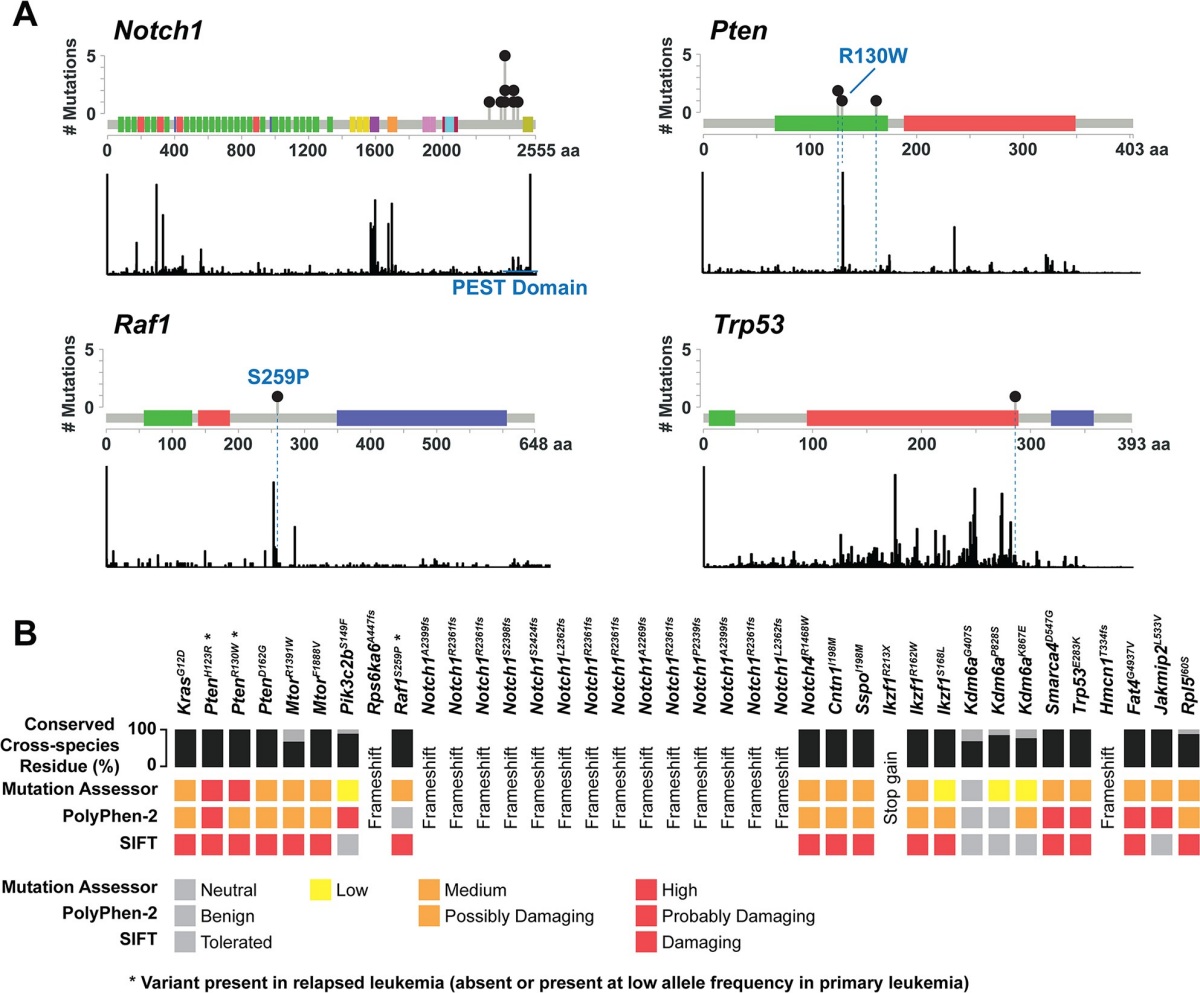
Somatic alterations are frequently predicted to be pathogenic and correspond to mutations in human T-ALL. (**A**) *Notch1*, *Pten*, *Raf1*, and *Trp53* mutations in IM-induced T-ALLs (top panels) occur within hotspot locations that correspond to recurrent mutations in human cancer (bottom panels). (**B**) *In silico* protein function prediction indicates that mutations highlighted in Fig 1 are frequently deleterious and occur at residues that are conserved across multiple species.

### The transcriptional signatures of IM-induced T-ALL closely resemble human T-ALL

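RNA was taken from the bone marrow of mice transplanted with each leukemia, and poly(A)-selected TruSeq libraries were sequenced in paired ends. The authors aligned the reads with Bowtie 2 to the mm10 build of the mouse genome and estimated transcript abundance with RSEM, which divides reads that match several transcripts by expectation maximization and so gives expected counts that need not be whole. The deposited table holds 39017 Ensembl genes. Its values were RSEM expected counts, of which 68.3% to 74.5% of the nonzero values in a library were whole, although the table is named for FPKM. Each leukemia was represented by 2 libraries, and the column name of one carries the letters VEH while that of the other carries DEX. The paper's text does not name these letters, and the values were first averaged over both libraries of a leukemia. The leukemias were 20M, 2M, 73A, 73M, 78A, 5C, 8633, JW14 and JW81. Their 18 libraries held between 8226528 and 201222288 counts (median 24451898). The largest total was that of the VEH library of 73M. FPKM were calculated as the expected count scaled by the merged exon length of the gene (GENCODE release M21, GRCm38) and by the library's total. A length was found for 37693 genes (96.6%), and the remaining genes held at most 0.598% of the counts of a library. A floor of 3 counts corresponded to between 0.0149 and 0.365 FPKM for a gene with 1 kb of exon, depending on the library. The level of a gene in a leukemia was the mean over its 2 libraries of log2(FPKM + 1). A fold change on this scale understates the change of genes with low values. Over the 11339 genes with a mean of at least 1 FPKM, Pearson's r across genes was 0.927 to 0.990 between the 2 libraries of a leukemia. Genes are not independent replicates, and r here describes the libraries. For 15 of the 18 libraries the library with the highest r was the other library of the same leukemia. The exceptions were both libraries of 73M and the VEH library of JW14, which was nearest to the VEH library of 8633 (r = 0.981). Ribosomal RNA genes, leaving out the mitochondrial ones, were at 21.6 to 64.05 counts per M in 5 libraries. In the other 13 they were at 0.00497 or less. The 5 were the VEH library of 5C and the DEX libraries of 20M, 73M, JW14 and JW81. In these 5, 111 to 142 genes with 100 to 150 bases of exon reached 3 counts, against 17 to 47. With only the 11187 genes of at least 200 bases, all 18 libraries were nearest to the other library of their leukemia.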

Based on the genetic similarities between human T-ALL and IM-induced T-ALL, we performed RNA-seq to assess the transcriptional landscape of 5 *Kras*^*G12D*^ and 4 *Kras*^*WT*^ T-ALLs. Gene expression signatures that reflect a T lymphoblastic immunophenotype were enriched across these samples, and we observed low-level expression of genes associated with B lymphoblastic and myeloid leukemia immunophenotypes (**S2 Fig**). 

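Lists of 12 T lineage, 9 B lineage and 11 myeloid genes were scored as the mean of log2(FPKM + 1) over the genes of each list. The T lineage list (*Cd2*, *Cd3d*, *Cd3e*, *Cd3g*, *Cd247*, *Cd4*, *Cd5*, *Cd7*, *Cd8a*, *Cd8b1*, *Thy1* and *Lck*) was at 5.07 ± 0.55 (SD, n = 9 leukemias), from 4.37 in 5C to 5.77 in 20M. The B lineage list (*Cd22*, *Cd79a*, *Cd79b*, *Ms4a1*, *Pax5*, *Ebf1*, *Blnk*, *Vpreb1* and *Igll1*) was at 0.30 ± 0.33 (SD, n = 9), with its highest value of 1.07 in 73M. The myeloid list (*Mpo*, *Elane*, *Itgam*, *Itgax*, *Cd33*, *Cd14*, *Anpep*, *Csf1r*, *Csf3r*, *Fcgr1* and *Lyz2*) was at 1.85 ± 0.65 (SD, n = 9), from 0.59 in JW14 to 2.92 in 73A. The T lineage list exceeded the B lineage list by 4.76 and the myeloid list by 3.22 on average, and in 9 of 9 leukemias in both comparisons (two-sided exact sign-flip test, p = 0.00391 for each, the smallest that 9 leukemias allow, and 0.00391 after Benjamini-Hochberg adjustment over the 2 comparisons). The alternative that moved the difference from the B lineage list most was a pseudocount of 0.1, which raised it to 6.87. A list of 9 neutrophil genes (*S100a8*, *S100a9*, *Ngp*, *Camp*, *Ltf*, *Retnlg*, *Elane*, *Mpo* and *Ly6g*) was not tested against the T lineage list. Its mean was 5.08 ± 1.56 (SD, n = 9). It was under the T lineage list in JW14 (1.45 against 4.54) and above it in 73A (7.00 against 4.82). The 9 of 9 therefore holds for the 11 myeloid genes listed and not for every such list.
Of the T lineage genes, 7 were at 10 FPKM or more in every leukemia. *Cd3e* (ENSMUSG00000032093, chromosome 9 of GRCm38, 44998740 to 45009627) was at 24.1 ± 6.49 FPKM (SD, n = 9) and *Lck* (ENSMUSG00000000409, chromosome 4, 129548344 to 129573641) at 215 ± 51.0 FPKM (SD, n = 9). *Cd8a* (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173) was at 0.1004 FPKM in JW14 to 168 FPKM in 20M. *Cd7* was at 0.163 to 8.15 FPKM. Of the B lineage genes, 5 were under 1 FPKM in every leukemia, and the gene with the highest value, *Cd79b* (ENSMUSG00000040592, chromosome 11, 106311341 to 106314762), reached 7.99 FPKM, in 73M. Of the myeloid genes, 2 were under 1 FPKM in every leukemia. The myeloid genes with the highest values were *Lyz2* (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321), at 6.79 to 310 FPKM, and *Mpo* (ENSMUSG00000009350, chromosome 11, 87793581 to 87804413), at 0.106 to 70.5 FPKM. Both were lowest in JW14 and highest in 73A, in which the B lineage and erythroid lists were also among the 2 highest of the 9 leukemias. From high expression of T-ALL antigens together with low expression of B-ALL and myeloid antigens, the paper states that the expression of these leukemias is lineage specific (S2 Fig).

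**Figure D1:**
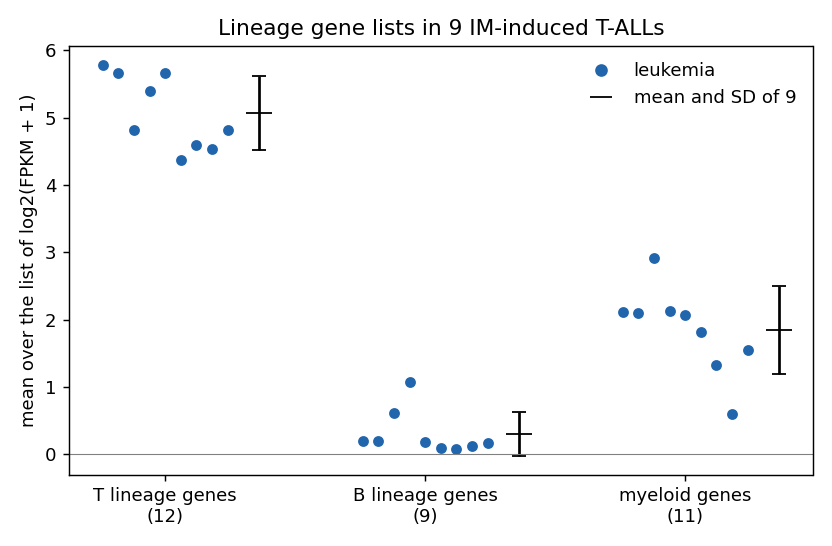
Mean log2(FPKM + 1) over the genes of the T lineage, B lineage and myeloid lists (vertical axis), with 1 point per leukemia, and the mean and SD of the 9 leukemias. The T lineage values lie between 4.37 and 5.77, above every B lineage value (at most 1.07) and every myeloid value (at most 2.92).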

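The V genes that a leukemia transcribes from the T-cell receptor beta locus were read from the 22 *Trbv* genes in the table, on chromosome 6 of GRCm38. Expected counts on a V gene show which segment is transcribed and hold no junction sequence. In 7 of the 9 leukemias one *Trbv* gene took between 56.6% and 94.7% of the *Trbv* counts of each library. In 20M this was *Trbv19* (ENSMUSG00000076475, 41178375 to 41179048), with 92.7% of 9770 *Trbv* counts in the VEH library (95% Wilson interval 92.1% to 93.2%) and 94.7% of 5132 in the DEX library (94.1% to 95.3%). *Trbv19* was also the most abundant gene in 2M, with 66.7% of 1689 counts (64.4% to 68.9%) and 80.0% of 2308 (78.3% to 81.6%) in the VEH and DEX libraries, and in 73A, with 78.2% of 2401 (76.5% to 79.8%) and 85.6% of 3607 (84.4% to 86.7%). In 73M it was *Trbv13-1* (ENSMUSG00000076467, 41116007 to 41116468), with 70.2% of 38789 counts (69.7% to 70.6%) and 70.5% of 4403 (69.1% to 71.8%). The share of *Trbv26* (ENSMUSG00000076479, 41227505 to 41227993) in 78A was 56.6% of 10781 counts (55.7% to 57.5%) and 62.7% of 8004 (61.6% to 63.7%), and *Trbv13-1* was next. In 5C, *Trbv12-1* (ENSMUSG00000095574, 41113550 to 41114067) took 77.2% of 1585 counts (75.0% to 79.2%) and 79.9% of 4705 (78.7% to 81.01%). JW81 transcribed *Trbv5* (ENSMUSG00000076465, 41062332 to 41062803), with 81.7% of 7127 counts (80.8% to 82.6%) and 81.3% of 5578 (80.3% to 82.3%). The intervals cover counting error only. 8633 and JW14 had between 4 and 14 *Trbv* counts per library, too few to name a V gene, although the constant gene *Trbc1* was at 268 and 298 FPKM in them.
The overlap between 2 libraries was calculated as the sum over *Trbv* genes of the smaller of their shares of summed FPKM. It averaged 0.843 between the 2 libraries of a leukemia (n = 9 leukemias), while the median between libraries of different leukemias was 0.0204. None of 100000 random pairings of the 18 libraries gave as high a mean (one-sided permutation test, p = 1e-05, the smallest they can give, and 1e-05 after Benjamini-Hochberg adjustment over the *Trbv* and *Trav* loci). The setting that moved the mean most was leaving out 8633, which raised it to 0.889. Between leukemias the highest mean overlaps were 0.843 for 2M with 73A, 0.837 for 20M with 73A and 0.734 for 20M with 2M, the leukemias that share *Trbv19*.

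**Figure D2:**
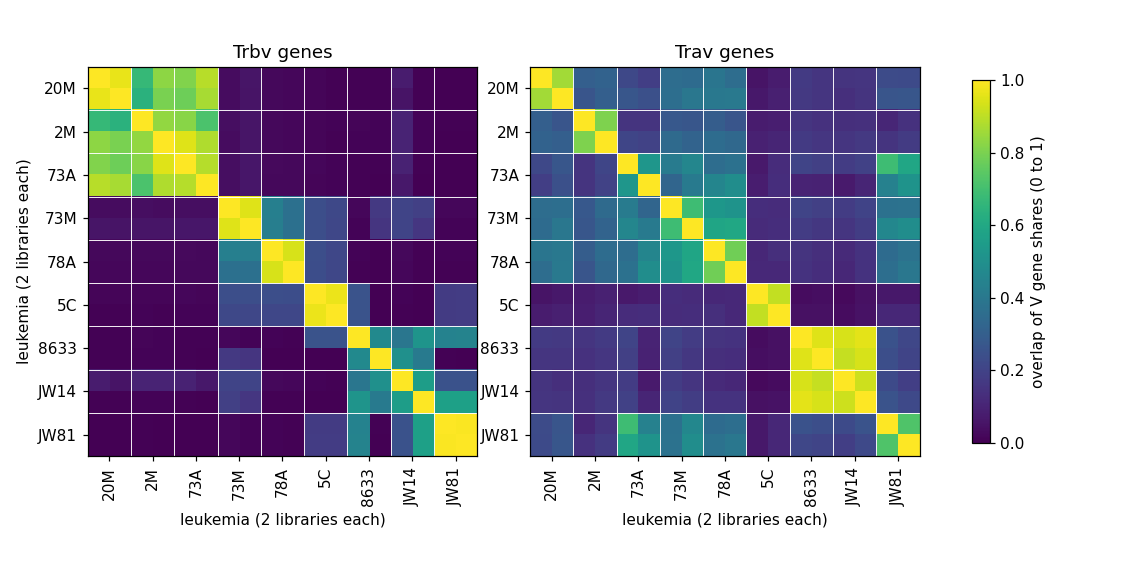
Overlap of V gene shares (colour, from 0 to 1) between every pair of the 18 libraries, 2 per leukemia, for the *Trbv* and the *Trav* genes. Within leukemias the mean is 0.843 for *Trbv* and 0.796 for *Trav*, and the off-diagonal blocks with high values are 20M, 2M and 73A for *Trbv* and 8633 with JW14 for *Trav*.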

Consistent with human T-ALL, we also detected distinct and clonal T-cell receptor gene VDJ rearrangements in individual leukemias (**S2 Fig**) [35]. We then compared the gene expression of IM-induced leukemias with previously reported microarray data used to discriminate human T-ALL from various subtypes of B lineage acute lymphoblastic leukemia (B-ALL) [36, 37]. Expression profile signatures that most accurately distinguish T-ALL from B-ALL were used to compare the relative expression in IM-induced T-ALLs, which clustered with human T-ALL (**Fig 3A**). 

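The human arrays were not analysed here, and the values below are those of the mouse leukemias. Between libraries of different leukemias, Pearson's r across genes was 0.807 to 0.958 over 140 pairs of libraries, with a median of 0.874, when the 4 pairs of 8633 with JW14 (0.953 to 0.981) were set apart. The median within leukemias was 0.969. The number of genes more than 4-fold apart between 2 libraries was 7 to 163 within leukemias (median 99 over 9 pairs) and 80 to 774 between these leukemias (median 499).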

We also performed unbiased gene set enrichment analysis (GSEA) using the Molecular Signature Database Hallmark Gene Sets and C2 Curated Gene Sets to compare: (1) T-ALL versus B-ALL; and, (2) IM-induced T-ALL versus B-ALL. Genes that discriminate various subtypes of B-ALL from each other were included in the analysis [36, 37]. 

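*Myc* (ENSMUSG00000022346, chromosome 15 of GRCm38, 61985391 to 61990374) was at 51.9 ± 31.5 FPKM (SD, n = 9), from 29.8 in 20M to 116.7 in 8633. These values average the VEH and DEX columns. *Myc* was higher in the DEX column of 5C, 8633 and JW14 (0.13 to 0.36 on the log2 scale). In the other 6 leukemias it was lower there (-1.60 to -0.70). The order of the leukemias may therefore depend on the averaging. A list of 8 targets of NOTCH1 signalling (*Hes1*, *Dtx1*, *Notch1*, *Notch3*, *Nrarp*, *Ptcra*, *Il2ra* and *Heyl*) was scored in the same way as the lineage lists. Its mean log2(FPKM + 1) was 5.17 in 20M, 4.99 in 2M, 4.28 in 73A, 4.85 in 73M, 4.98 in 78A and 4.14 in JW81, and 0.62, 0.28 and 0.28 in 5C, 8633 and JW14. *Dtx1* (ENSMUSG00000029603, chromosome 5, 120680202 to 120711927) was at 0.163, 0.157 and 0.166 FPKM in 5C, 8633 and JW14, and at 42.9 FPKM in JW81 to 119 FPKM in 78A in the other 6 leukemias. Of the leukemias with low values, Fig 1B lists a *Notch1* mutation for 8633. In the 6 leukemias listed with a *Notch1* mutation the list was higher by 1.99 than in the other 3 (two-sided exact permutation test, p = 0.357). With 1 leukemia left out the difference was 1.15 (p = 0.857, without JW14) to 3.51 (p = 0.0714, without 78A). A list of 12 genes of T-cell receptor signalling was at 5.17 ± 0.27 (SD, n = 9), from 4.61 in 5C to 5.42 in 20M, and 10 of its genes were at 10 FPKM or more in every leukemia. *Zap70* (ENSMUSG00000026117, chromosome 1, 36761798 to 36782818) was at 38.1 ± 9.50 FPKM (SD, n = 9). B-ALL samples and PI3K gene sets were not analysed here, so these levels are given without an enrichment score.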

MYC, PI3K, NOTCH1, and TCR pathway gene sets were enriched across human and mouse T-ALLs (**Fig 3B** and **S3A Fig**), and we also observed negative enrichment scores for gene sets that are upregulated in subtypes of B-ALL (**S3B Fig**).

**Fig 3:**
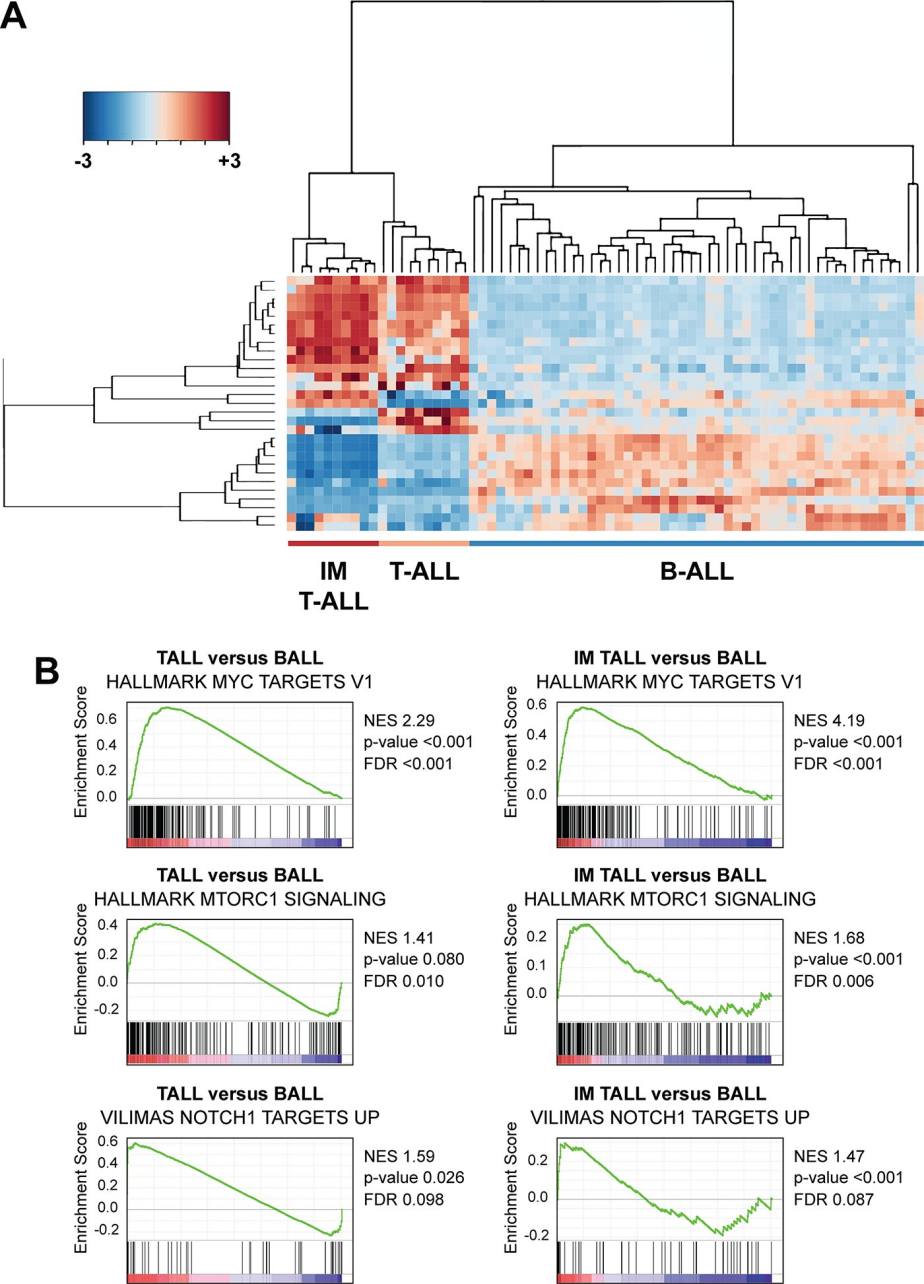
The transcriptional signature and pathway analysis of IM-induced T-ALL cluster with human T-ALL. (**A**) Expression profiling that discriminate human T-ALL from B-ALL clusters IM T-ALL closely with human T-ALL. (**B**) MYC, PI3K, and NOTCH1 pathway gene sets are significantly enriched in murine IM-induced and human T-ALLs compared to B-ALL.

### Clonal evolution occurs at the level of somatic alterations in response to targeted therapies

Treatment with the pan-PI3K inhibitor GDC-0941 alone and in combination with the MEK inhibitor PD0325901 (PD901) markedly extended the survival of recipient mice transplanted with *Kras*^*WT*^ and *Kras*^*G12D*^ T-ALLs [20], but these leukemias invariably relapsed despite continuous drug administration. As in relapsed human leukemias [38], these resistant murine T-ALLs were derived from pre-existing ancestral clones and they frequently showed loss of activated Notch1 expression and PI3K pathway activation [20]. To identify additional genetic alterations that might contribute to treatment resistance, we performed WES on parental/relapsed T-ALL pairs. This analysis revealed SNVs and indels that were enriched or depleted in individual relapsed leukemias, including two in which inactivating *Pten* mutations emerged at the cost of other drivers (**Fig 4**). In *Kras*^*WT*^ T-ALL JW81, treatment with GDC-0941 and with the combination of GDC-0941/PD901 significantly prolonged survival. At relapse, this leukemia acquired a *de novo Pten*^*H123R*^ mutation and also showed markedly decreased *Notch1* mutant allele frequency (**Fig 4**). Conversely, *Kras*^*G12D*^ T-ALL 73M, which harbored a loss of the WT *Kras* allele and a duplication of *Kras*^*G12D*^, had a minimal response to treatment. Remarkably, however, this leukemia exhibited rapid clonal evolution upon *in vivo* drug exposure with outgrowth of cells showing decreased mutant *Kras*^*G12D*^ allele frequency and substantial enrichment of a pre-existing, low frequency *Pten*^*R130W*^ mutation (**Fig 4**) [32]. Consistent with these results, analysis of heterozygous SNPs revealed enrichment in the 129Sv/Jae SNP allele frequency across the chromosome containing the *Pten* mutant allele and the presence of both WT and mutant *Kras* associated SNPs in the resistant clone (**S4 Fig**).

**Fig 4:**
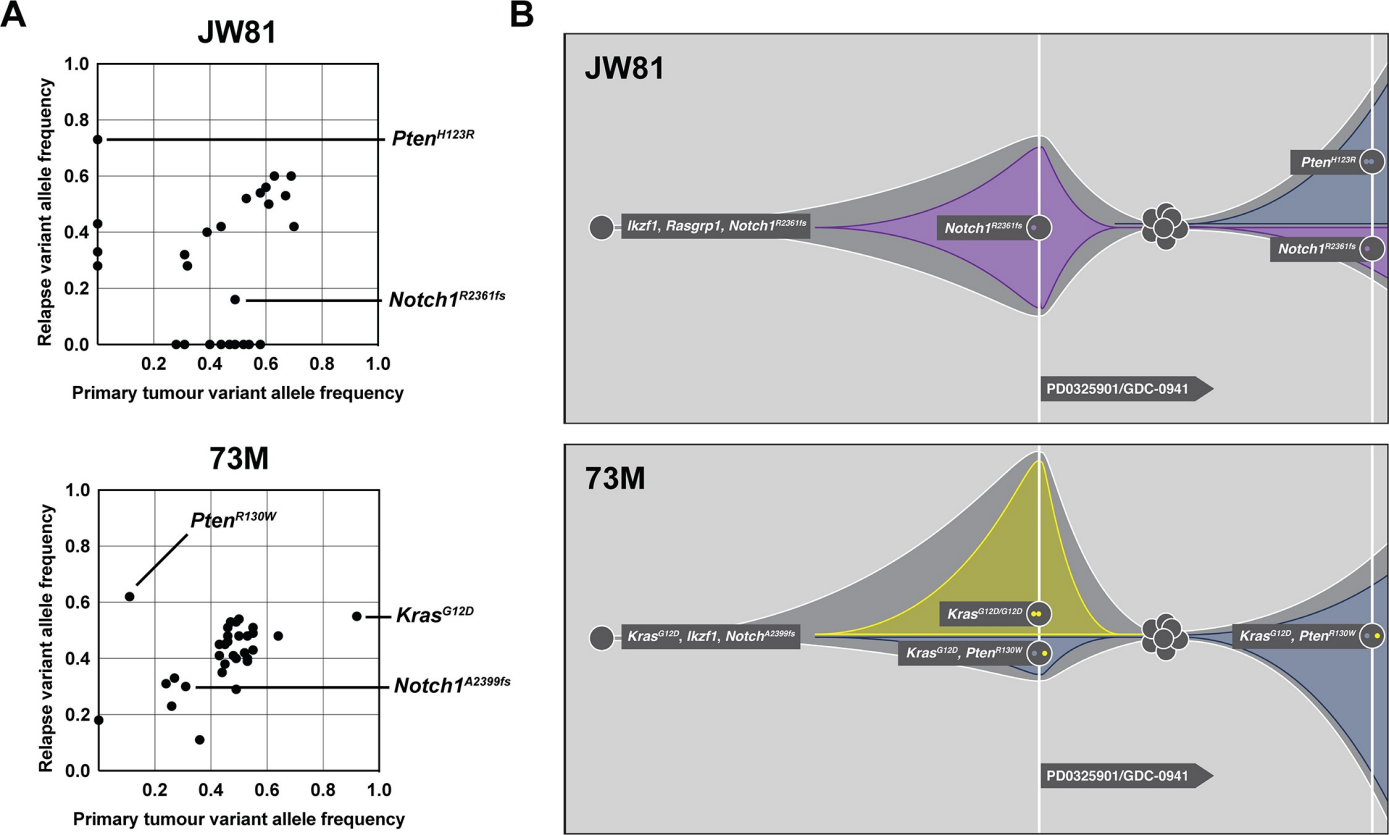
Clonal evolution following combination treatment with PI3K and MEK inhibitors. Leukemias were transplanted and treated with GDC-0941 and PD901. (**A**) Variant allele frequencies of primary versus relapsed leukemias were determined based on whole exome sequencing. Treatment resulted in the emergence of a resistant clone that acquired a *de novo Pten* mutation in T-ALL JW81 and the outgrowth of a subclone of T-ALL 73M with a pre-existing *Pten* mutation at the cost of other drivers. (**B**) Graphical representation of clonal evolution of each primary/relapsed leukemia pair.

## Discussion

We describe the first comprehensive molecular characterization of a mouse cancer model initiated by insertional mutagenesis. Through integrated analyses, we demonstrate that T-ALLs initiated by insertional mutagenesis harbor extensive genomic diversity and also acquire a similar spectrum and overall burden of somatic mutations as the corresponding human leukemias. Specifically, many driver genes that are mutated in human T-ALL [39] are also recurrently altered in IM-induced T-ALL, including *Notch1*, *Pten*, *Myb*, and *Ikzf1*. Data from both species implicate deregulated transcriptional programs in disease initiation with subsequent Ras/PI3K and Notch pathway mutations cooperating in leukemic transformation [19, 26, 39].

Genome-wide analysis of solid cancers arising in GEM models expressing one or more oncogenic driver mutations has consistently revealed markedly fewer pathogenic point mutations than in the corresponding human tumors and a higher frequency of large chromosomal alterations [4–8]. This likely reflects the ability of alterations in potent cancer genes such as *Kras*, *Trp53*, *Rb*, and *Pten* to bypass the need for environmentally-induced and age-related mutations that contribute to tumorigenesis. For example, genetic models of *Kras*-driven lung cancer and skin squamous cell carcinoma acquired an average of six and four additional somatic alterations, respectively [4, 6]. By contrast, in parallel analyses, carcinogen-induced models of the same two cancer types acquired an average of 192 and 846 somatic alterations, respectively, with mutational profiles that more accurately reflect human carcinomas [4, 6].

Acute leukemias are distinct from non-hematopoietic cancers with respect to a lower overall somatic mutational burden [25] and also exhibit characteristic patterns of initiating and cooperating events. Deep sequencing studies have identified epigenetic and transcription factor alterations as early events in both lymphoblastic and myeloid acute leukemias, with subsequent signal transduction pathway mutations playing a central role in driving leukemic outgrowth [26, 38, 40, 41]. Molecular analysis of IM-induced T-ALLs suggest that they recapitulate this pathogenic sequence with disease-initiating retroviral integrations that deregulate transcriptional programs generating preleukemic clones [19], that subsequently acquired an average of 13 additional somatic alterations, including recurring mutations in Ras/PI3K pathway genes in *Kras*^*WT*^ leukemias. This latter observation is consistent with the fact that activating *Kras*^*G12D*^ expression as a secondary event increased leukemia penetrance and also reduced latency [19]. In addition, resistant leukemias that emerged during *in vivo* treatment with MEK and PI3K inhibitors invariably retained multiple retroviral integrations found in the corresponding drug-sensitive parental T-ALL, but frequently showed loss of *Notch1* mutation [20].

Frequent uniparental disomy resulting in loss of WT *Kras* and duplication of *Kras*^*G12D*^ in 14 of 17 IM-induced T-ALLs is consistent with recent work demonstrating that *KRAS* mutations in acute myeloid leukemia and colorectal cancer frequently exhibit allelic imbalance that modulate competitive fitness and MEK dependency [30]. Similarly, a comprehensive genomic characterization of 264 primary T-ALLs showed that *KRAS* mutations, but not *NRAS* mutations, were specifically associated with mutant allele fractions of greater than 0.7 in a subset of patients at diagnosis [39]. Another study that investigated large numbers of murine *Kras*^*G12D*^ pancreatic and lung cancers also identified frequent *Kras* allelic imbalance that was modulated by treatment with a MEK inhibitor [8]. The panel of primary mouse leukemias described here are novel reagents for investigating the effects of restoring WT *Kras* expression on fitness and for interrogating K-Ras protein dimerization and other candidate molecular mechanisms of growth inhibition [42, 43].

*MYC* is a downstream target of activated Notch1 signaling that contributes to T-ALL pathogenesis [44–47]. As the mouse *Myc* gene is located on chromosome 15, it is intriguing that 13 of 21 T-ALLs analyzed in this study exhibited trisomy 15. However, *Myc* expression was similar in leukemias with and without trisomy 15 and we did not observe any with focal *Myc* amplification. Similarly, Mullighan, et al. [39] identified 12 human T-ALLs with trisomy 8 or large gains of 8q, which is the chromosome arm that contains *MYC*, that were not characterized by elevated *MYC* expression and did not harbor focal *MYC* amplification. Thus, the role of *MYC/Myc* in promoting the outgrowth of T-ALLs with trisomy 8 (human) or 15 (mouse) is uncertain.

*NRAS*, *KRAS*, *PTEN*, and *AKT* mutations are associated with worse outcomes in patients newly diagnosed with T-ALL [39, 48, 49], are enriched in relapse specimens [38, 50], and have previously been shown to provide a proliferative advantage based on xenograft models [51]. While cure rates have improved substantially in T-ALL, relapsed disease is still associated with dismal outcomes [52]. Furthermore, whereas T-ALLs characterized by activated Notch signaling are vulnerable to inhibitors of the Notch processing enzyme gamma secretase, *Pten* inactivation overcomes this dependency [53]. This might, in part, underlie the disappointing response rates seen in early phase clinical trials of agents targeting gamma secretase in T-ALL [54, 55]. Together, these data indicate a need for both therapeutic approaches directed against hyperactive Ras/PI3K signaling in T-ALL and for robust preclinical models to test them. Along these lines, it is notable that the 21 primary leukemias characterized here exhibit frequent alterations in Ras and PI3K pathway genes, some of which were enriched at relapse. This panel of transplantable primary and relapsed/refractory leukemias with known genetic aberrations thus comprises a unique resource for testing novel therapeutic strategies for high-risk subsets of T-ALL and for delineating additional resistance mechanisms.

## Materials and methods

### Ethics statement

All animal experiments conformed to national regulatory standards and were approved by the University of California, San Francisco Committee on Animal Research (IACUC Protocol Approval Number AN136527).

### Murine leukemias

All animal experiments conformed to national regulatory standards and were approved by the University of California, San Francisco Committee on Animal Research. C57Bl/6 x 129Sv/Jae *Mx1-Cre* x *Kras*^*LSL-G12D*^ mice (*Kras*^*G12D*^) and wild-type littermates (*Kras*^*WT*^) were injected with MOL4070LTR at 3–5 days of age and *Kras*^*G12D*^ expression was activated at 21 days of age by administering a single dose of polyinosinic-polycytidylic acid (pIpC) as previously described [19, 20]. For adoptive transfer of acute leukemias, 2 × 10^6^ cells were injected retro-orbitally into 8–12 week old wild-type C57Bl/6 x 129Sv/Jae F1 recipient mice that had been irradiated with 450 cGy. Mice that appeared ill were euthanized and underwent full pathological examination. Flushed bone marrow cells were isolated to confirm relapse and to assess for tumor purity. Relapsed leukemia cells were cryopreserved for molecular and genetic analysis.

### Whole exome sequencing

Genomic DNA was extracted from the bone marrows of mice transplanted with IM-induced leukemias and then sheared to generate 150 to 200 base pair fragments using a Covaris S2 focused-ultrasonicator. Indexed libraries were prepared using the Agilent SureSelect XT2 Reagent Kit for the HiSeq platform. Exomes were captured using the Agilent SureSelect XT2 Mouse All Exon bait library. Sample quality and quantity were assessed using the Agilent 2100 Bioanalyzer instrument. Paired-end 100 base pair reads were generated on an Illumina HiSeq 2000 platform. All sequence data including read alignment; quality and performance metrics; post-processing, somatic mutation and DNA copy number alteration detection; and variant annotation were performed as previously described [56, 57] using the mm10 build of the mouse genome. Briefly, reads were aligned with Burrows-Wheeler Aligner [58], and processed using Picard (http://broadinstitute.github.io/picard) tools and the Genome Analysis Toolkit (GATK) [59] to perform base quality recalibration and multiple sequence realignment. Single nucleotide variants and indels were detected with the MuTect [60] and Pindel [61] algorithms, respectively. Candidate somatic mutations were manually reviewed using Integrative Genomics Viewer [62] and were confirmed by performing orthogonal Sanger sequencing validation. Tumor-specific copy number alterations were inferred from depth of coverage and B allele frequencies using control normal bone marrow samples. Loss of heterozygosity analysis was performed using GATK UnifiedGenotyper to compare germline heterozygous SNPs that differ between C57Bl/6 and 129Sv/Jae mouse strains called at a depth of 20x or greater between leukemia and control bone marrow samples.

### MOL4070 integration cloning

Restriction enzyme digestion of genomic DNA from mouse T-ALLs, gel electrophoresis, Southern blot analysis, and hybridization with a MOL4070LTR-specific probe was performed as described previously [20, 30]. Junctional fragments at sites of retroviral integration were identified as previously described using linker-based PCR amplification and sequencing [63, 64].

### Mutation mapping and in silico protein function prediction

Mutations were mapped onto corresponding protein sequence using MutationMapper [65]. Associated mutational frequencies in human cancer were extracted from Catalogue of Somatic Mutations in Cancer (COSMIC, version 82) [66]. Pairwise alignments between homologous proteins were generated using NCBI HomoloGene and BLASTP. *In silico* protein function prediction was performed using Mutation Assessor [67], PolyPhen-2 [68], and Sorted Intolerant From Tolerant (SIFT) [69].

### Transcriptome sequencing

Total RNA was extracted from the bone marrows of mice transplanted with IM-induced leukemias using TRIzol. Phenol-chloroform-isoamyl extraction and ethanol precipitation were performed. Total RNA (1 μg) was treated with DNase I at room temperature for 15 min. The integrity of the DNase I-treated RNA was analyzed on an Agilent 2100 Bioanalyzer before selection of poly(A) mRNA. Selection for poly(A) mRNA and subsequent cDNA synthesis and library preparation were carried out using the Illumina TruSeq RNA sample preparation kit according to the manufacturer's protocol. cDNA was fragmented (200-bp peak) with a Covaris E210 ultrasonicator prior to library preparation. The quality and size of the final library preparation were analyzed on an Agilent 2100 Bioanalyzer. Paired-end 100 base pair reads were generated on an Illumina HiSeq 2500 platform. Reads were aligned with Bowtie 2 [70] using the mm10 database, and transcript quantification was performed with RNA-seq by Expectation Maximization (RSEM) [71].

### Gene expression analysis

Raw microarray gene expression profiling data on patients with T-ALL and B-ALL was downloaded from publicly accessible repositories as previously described [36, 37]. Microarray data was normalized using the robust multi-array average (RMA) method [72]. Probe identifiers were mapped to associated gene identifiers using the Affymetrix HG U95A Annotations Reference (Release 36). Gene identifiers generated from RNA-seq data on IM-induced T-ALLs were mapped to human orthologs using NCBI HomoloGene. FPKM values were normalized to the microarray data using the trimmed mean of M-values (TMM) method [73]. Normalization was assessed by plotting average versus fold change normalized expression (MA plot) between the two datasets and average normalized expression comparing the two datasets. Clustering and heatmap dendrogram analysis was performed using a correlation similarity metric and average linkage clustering as previously described [74]. Gene set enrichment analysis was performed as previously described [75]. Gene set permutation was performed to calculate p-values and FDR due to small sample size.

## Supporting information

S1 Fig Frequent copy neutral loss of heterozygosity at the *Kras* locus with duplication of the mutant *Kras^G12D^* allele. Leukemias were generated on a C57Bl/6 x 129Sv/Jae F1 strain background allowing us to analyze single nucleotide polymorphisms (SNPs) that differ between the two strains. Raw SNP allele frequencies are plotted against relative position on chromosome 6. The location of *Kras* is indicated with a diamond. *Kras* mutant IM T-ALLs frequently have loss of heterozygosity (AF = allele frequency), which is copy neutral (LR = log ratio copy number) and does not occur in wild-type *Kras* counterparts.
(TIF) Click here for additional data file.

S2 Fig IM-induced T-ALL antigen expression is highly similar to human T-ALL patterns of expression. RNA-seq was performed on 9 primary IM-induced T-ALLs. The gene expression of IM T-ALLs is lineage specific with high gene expression of T-ALL specific antigens and low expression of B-ALL and/or myeloid specific antigens. TCR gene rearrangements are variable based on the primary leukemia (gray).
(EPS) Click here for additional data file.

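Of the other T-cell receptor genes, the 103 *Trav* genes on chromosome 14 gave a mean overlap of 0.796 between the 2 libraries of a leukemia (n = 9) and a median of 0.182 between leukemias (one-sided permutation test over random pairings, p = 1e-05, the smallest they can give). The most abundant *Trav* gene of 5C was *Trav6-4* (ENSMUSG00000094468, 53454296 to 53454784), with 81.6% of 185 *Trav* counts in the VEH library (95% Wilson interval 75.4% to 86.5%) and 80.8% of 426 in the DEX library (76.7% to 84.2%). *Trav21-dv12* (ENSMUSG00000076863, 53875984 to 53876752) was the most abundant in both 8633 and JW14, and *Trav3-3* was next in both. In the DEX library of 8633 *Trav21-dv12* took 55.7% of 2345 counts (53.7% to 57.7%). In the other 6 leukemias no *Trav* gene took more than 26.8% of the counts of a library. Several *Trav* genes are near-identical copies, and *Trav5d-4* and *Trav5n-4* had the same value in 20M, 18.3 FPKM in the DEX library, so reads of these genes were uncertain. The beta constant gene *Trbc1* (ENSMUSG00000076490, chromosome 6, 41538218 to 41539881) was at 0.203 FPKM in 73M, 0.103 in 78A and 0.661 in 5C, and at 96.7 to 816 FPKM in the other 6 leukemias. *Trbc2* (ENSMUSG00000076498, 41546730 to 41548352) was at 284 to 1030 FPKM in the 9 leukemias. The alpha constant gene *Trac* (ENSMUSG00000076928, chromosome 14, 54220521 to 54224206) was lowest in 73A, at 1.21 FPKM, and highest in 5C, at 144 FPKM.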

S3 Fig IM-induced T-ALL and human T-ALL have similar pathway enrichment compared to B-ALL. (**A**) A TCR pathway gene set are significantly enriched in murine IM-induced and human T-ALLs compared to B-ALL. (**B**) Gene sets associated with various subtypes of B-ALL are enriched in the respective subtype of B-ALL compared to either T-ALL or IM-induced T-ALL.
(EPS) Click here for additional data file.

S4 Fig Clonal evolution following treatment with combination MEK and PI3K inhibitors. (**A**) Sequence reads aligned to *Pten* locus generated from WES of JW81 primary (top panel) versus relapsed leukemia (bottom panel). The *Pten* mutation is not detectable within the primary tumor, whereas it is present at a 0.547 (read depth 137) allele frequency after treatment with combination MEK and PI3K inhibitors. (**B**) *Kras*^*G12D*^ allelic frequencies were determined based on Sanger sequencing and relative peak intensities of mutant versus wild-type alleles. Loss of heterozygosity during leukemogenesis is a common event resulting in near loss of wild-type *Kras* in multiple independent leukemias. Outlier leukemia T-ALL 73M initially lost WT *Kras*, but re-acquired *Kras*^*G12D*^ heterozygosity following treatment with combination MEK and PI3K inhibitors (red line). (**C**) Sequence reads aligned to *Kras* and *Pten* locus generated from WES of 73M primary versus relapsed leukemias. The *Kras* allele frequency decreases from 0.920 (read depth 138) to 0.547 (read depth 150), whereas the *Pten* allele frequency increases from 0.108 (read depth 102) to 0.618 (read depth 137) after treatment with combination MEK and PI3K inhibitors. (**D**) SNP allele frequencies plotted against relative position on chromosome 6 (*Kras*) and 19 (*Pten*) for parental and relapsed 73M and (**E**) copy neutral number for both parental and relapsed 73M support uniparental disomy as the underlying mechanism for increased mutant *Kras* and *Pten* allele frequencies.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

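RNA sequencing of the bone marrow of mice transplanted with 9 IM-induced T-ALLs was analysed, with 2 libraries per leukemia. A further leukemia, 4638, also has 2 libraries; the paper's text does not name it, and only its values are given. The table has 20 columns of values, all of them matched to a sample by the name of the leukemia. For the DEX columns of 73A, 2M and 4638 the last part of the column name differs from that in the sample's label. The column names also carry a letter S that the paper's text does not explain, while its methods and the labels name bone marrow. The authors selected poly(A) RNA, prepared TruSeq libraries, sequenced paired ends on a HiSeq 2500, aligned the reads with Bowtie 2 to mm10 and quantified transcripts with RSEM. The versions and the gene annotation are not stated in the paper's text. The deposited values are RSEM expected counts per gene, without normalization for library size or gene length. The design had been written for FPKM; since the values were expected counts, count tests with edgeR were used and FPKM were calculated from the counts and the merged exon lengths of GENCODE release M21.

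The 18 libraries had a median total of 24451898 counts. Protein-coding genes held 77.1% to 82.9% of the counts of a library. In the deepest library, with 201222288 counts, 3 counts on a gene with 1 kb of exon correspond to 0.0149 FPKM, and in the shallowest, with 8226528 counts, to 0.365 FPKM. Intervals for shares of counts are 95% Wilson intervals; like the floors, they cover counting error only.

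List scores, overlaps of V gene shares and exact tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The unit of replication was the leukemia, and its 2 libraries were averaged. List comparisons within leukemias used the exact sign-flip test over 512 sign patterns, the comparison by *Notch1* mutation the exact permutation test over 84 regroupings, and V gene overlap a permutation test with 100000 random pairings of libraries.

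The columns named DEX were compared with those named VEH with edgeR 4.0.16 in R 4.3.3. Expected counts were rounded to whole numbers, genes with a mean of at least 1 FPKM were kept (11339), and the quasi-likelihood test with TMM normalization and Benjamini-Hochberg adjustment was applied at an adjusted p of 0.05. The 2 libraries of a leukemia come from that leukemia, so the leukemia was a block in the model. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. DESeq2 1.42.0 was an alternative. The T lineage, B lineage, myeloid, NOTCH1 target and T-cell receptor signalling lists were written before the data were examined. Genes named from the comparison of DEX with VEH columns, other than those of the glucocorticoid list, were chosen after their values were seen. One gene of the B lineage list and some planned comparisons between leukemias are not reported here, and the list was scored without that gene.

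On simulated counts for the 11339 genes with 200 genes changed 4-fold, edgeR with leukemia as a block recovered 99.5% of the changed genes with 2.93% false calls among its calls, and DESeq2 99.5% with 13.1%. Smaller changes, such as the -0.99 of *Mex3a* on the log2 scale, were not simulated, so their recovery is not known. For the median shift of a chromosome, a 1.5-fold change put in as 0.52 on the log2 scale was recovered as 0.43 over 10967 genes.

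Alternatives were a pseudocount of 0.1, TPM and quantile scaling, the median over a list, either library alone, other filters, and each leukemia left out in turn. Choices added later were the columns named VEH or DEX alone, the edgeR and DESeq2 count tests, FPKM without length or over protein-coding genes alone, genes of at least 200 bases, and all comparisons of DEX with VEH columns. A library was placed in a group when ribosomal RNA genes other than mitochondrial ones were above 1 count per M counts (5 libraries). Later alternatives left these libraries out of the list comparisons, added the group to the edgeR model, or fitted the 4 leukemias without such a library and the 5 with 1 apart. The DEX and VEH columns were swapped within leukemias in 100 of the 256 distinct ways, the real one and 99 drawn at random. Human arrays, gene set enrichment against B-ALL, exome data and the identity of V(D)J junctions were not analysed here.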

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

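Among the tests below, the thinning of libraries, the list of glucocorticoid-induced genes and the count of swaps of columns were set before their results were seen, although the number of swaps was changed later and the draw used here was made after earlier draws had been seen; all others were chosen only after the result was seen. For 7 gene lists, the 12 T lineage genes and *Myc* (20 sets of values) the leukemia farthest from the others among the 9 was compared with Dixon's critical value. None exceeded it, where about 1 would by chance; the nearest was the low neutrophil list of JW14 (0.486).

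The columns named DEX were compared with those named VEH, which the paper does not analyse and whose letters it does not explain. With leukemia as a block, 1475 of 11339 genes had an adjusted p under 0.05 (edgeR), 705 higher and 770 lower in DEX columns. Leaving out 20M, 2M, 73A, 73M or JW81 gave 676, 739, 766, 847 and 966 genes. Of 100 ways to swap the columns within leukemias, the real one and 99 drawn at random, 2 gave as many, which argues against a chance result. The other was the swap of 5C alone, which gave 1499; it places on 1 side all 5 libraries with counts on short RNA genes (see the observations), so it follows that group of libraries. The next highest, of 8633 alone, gave 105. That group is the DEX library in 4 leukemias and the VEH library in 5C, so it overlaps the comparison. With the group as a term in the model 465 genes passed, 456 of them among the 1475, all of which kept their direction. The 4 leukemias without such a library (2M, 73A, 78A and 8633) alone gave 475 genes, which argues against the group as the whole cause; the 5 others alone gave 15, so part of the 1475 may depend on it. Without 5C the count was 2041. Of those 2041 genes, 52.9% changed in the same direction in 5C, where the genes called without each other leukemia did so in 69.5% to 97.0%. Of the 475 genes it was 60.6%, against 70.5% to 97.7% in the 4 other leukemias with 1 library of the group. Exchanged columns with a change as large as in the others would leave at most 30.5% and 29.5%, so the values argue against that; whether 5C changes little, with its columns either way round, stays open. After every library was thinned to the smallest total, 1178 genes passed, which argues against depth as the cause. The T lineage list was lower in DEX columns by -0.084 on average, in 8 of 9 leukemias (exact sign-flip p = 0.0117). The B lineage, myeloid, erythroid and neutrophil lists changed by -0.15, -0.19, -0.32 and -0.36, with exact sign-flip p of 0.172, 0.141, 0.496 and 0.148. In 78A these 4 lists rose by 0.037, 0.30, 0.13 and 0.59, and in 8633 by 0.0042, 0.051, 0.24 and 0.53. Of the genes called without 78A or without 8633, 75.5% and 78.5% changed in the same direction in the leukemia left out. This argues against a changed share of other cells as the whole cause, but weakly where the rise was small, as for the B lineage list. In 73A and 73M all 4 lists fell, the erythroid list by -1.46 and -2.85, so other cells may contribute there. A list of 9 glucocorticoid-induced genes was higher in DEX columns by 0.46 ± 0.25 (SD, n = 9) in 9 of 9 leukemias (exact sign-flip p = 0.00391, the smallest possible). Left out of it were 5 other glucocorticoid genes whose values had been seen (*Fkbp5*, *Tsc22d3*, *Bcl2l11*, *Nr3c1* and *Per1*). As a list those were higher in DEX columns by 0.77. The comparison had thus been looked at for such genes, so the list of 9 is not an independent test. Of its 6 genes that could be tested, 4 were higher (edgeR adjusted p = 0.00268 for *Klf9*, 0.00174 for *Ddit4*, 0.0218 for *Zbtb16* and 0.00414 for *Dusp1*). The adjusted p of *Zbtb16* was 0.0576 without 73A and 0.114 in the 4 leukemias without counts on short RNA genes. In the 5 other leukemias alone the 4 genes were at 0.0515 to 0.143. *Sgk1* (0.242) and *Mt1* (0.143) were not past the threshold. *Mt1* passed without 5C (0.0400) and in the 4 leukemias without counts on short RNA genes (0.0450), and in no other alternative. Of the genes that were not tested, *Mt2* and *Errfi1* were higher in DEX columns in 7 of 9 leukemias, and *Cebpd* in 2 of 9. *Txnip* was higher by 1.48 in 9 of 9 leukemias (SE 0.11, adjusted p = 0.000194) and *Mex3a* lower by -0.99 in 9 of 9 (SE 0.082, adjusted p = 0.000223). A hypothesis is that the animals behind the DEX columns received dexamethasone; the letters alone do not establish it.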

How the results depend on the processing

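Among the alternatives, VEH or DEX columns alone, DESeq2, those by counts on short RNA genes and all comparisons of DEX with VEH columns were chosen after seeing the data. The differences between the T lineage list and the B lineage and myeloid lists and the overlaps of *Trbv* and *Trav* shares kept their direction and their side of the threshold in every alternative run. Their ranges were 4.66 to 6.87, 3.11 to 4.30, 0.823 to 0.889 and 0.767 to 0.831. The count of libraries nearest to their own leukemia was 15 of 18 in 4 settings and 18 of 18 with genes of at least 200 bases alone. The NOTCH1 target list by *Notch1* mutation differed by 1.15 to 3.51, with exact permutation p of 0.0714 to 0.857.

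The number of genes between DEX and VEH columns was 1475, and 676 to 2041 across the fits that left out 1 leukemia. The smallest counts came without 20M (676), 2M (739), 73A (766), 73M (847) and JW81 (966). Without a filter it was 1803 and with DESeq2 2169. With the group of 5 libraries with counts on short RNA genes as a term it was 465, in the 4 leukemias without such a library 475 and in the 5 others 15.

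*Ikzf1* in leukemias with an integration was -0.25, and -0.53 to 0.045 with 1 leukemia left out, 0.045 without JW81. *Myc* was lower in DEX columns by -0.77 (edgeR adjusted p = 0.0478), and over its alternatives the adjusted p was 0.00162 to 0.272; it was not past the threshold without 20M, 2M, 73A, 73M, 78A or JW81, nor in the 3 fits by counts on short RNA genes. It was higher in the DEX column of 5C, 8633 and JW14 (0.36, 0.20 and 0.13) and lower in the other 6 leukemias (-1.60 to -0.70). Over the 17 genes followed in the comparison of DEX with VEH columns, under all its alternatives, 230 values kept their side of the threshold, 20 were weaker and 5 stronger, and none of these changed sign. Genes near the floor of 3 counts are limited by the depth of the smallest library, 8226528 counts.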

Differences from the paper's values

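The paper's text gives 9 sequenced leukemias, and 9 were analysed here after 4638 was set apart; the table holds 10. The heatmap of Fig 3A shows about 10 columns of mouse leukemias, read by eye, and Fig 1B lists a name with the digits of 4638 in another order, so whether the paper's 9 are these 9 is not settled. The paper describes the expression of myeloid-associated genes as low. Here the myeloid list was under the T lineage list in 9 of 9 leukemias but above it in both libraries of 4638 (4.23 and 4.43 against 3.36 and 3.71), while *Lyz2* was at 91.9 ± 90.2 FPKM (SD, n = 9) and *Mpo* at 25.7 ± 21.8 FPKM (SD, n = 9). Averaged over the 9 leukemias, the neutrophil list (5.08) was as high as the T lineage list (5.07). The paper describes the T-cell receptor rearrangements as distinct between leukemias. Here 20M, 2M and 73A shared *Trbv19* as the most abundant *Trbv* gene, and 8633 and JW14 shared *Trav21-dv12* as the most abundant *Trav* gene; the junction sequences were not analysed here. The paper describes NOTCH1 gene sets as enriched across the mouse leukemias. Here the NOTCH1 target list was at 0.62, 0.28 and 0.28 in 5C, 8633 and JW14, without a comparison to B-ALL.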

Other observations

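Of the tests below, those of the whole chromosome and of genes with retroviral integrations were set before their results were seen. All others were chosen only after the result was seen.

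8633 and JW14 were the nearest 2 leukemias by mean r, by the median number of genes more than 4-fold apart and by overlap of *Trav* shares. Pearson's r across genes was 0.953 to 0.981 between them and 0.927 to 0.990 within leukemias, and 38 to 148 genes were more than 4-fold apart (median 90.5), against 7 to 163 within leukemias. Of the 35 other pairs of leukemias, 10 had a lowest count within that range, with medians of 130 to 219, and 1 of them, 73A with 78A, lay within the ranges of both measures in all 4 pairs of libraries (86 to 154 genes); the highest mean r of the 35 was 0.939. The lowest overlap of *Trav* shares between a library of 8633 and one of JW14 was 0.914, above the 0.691 that any other pair of leukemias reached. These values are consistent with one leukemia under both names, by a mislabelled sample or a shared origin. Both had *Xist* under 0.1 FPKM and *Ddx3y* at 27.3 and 24.6 FPKM, as in a male; 73M had the same pattern. Against this, Fig 1B lists *Notch1*, *Myb*, *Ikzf1*, *Kdm6a* and *Mtor* alterations for 8633 and *Mtor*, *Fat4* and *Jakmip2* alterations for JW14. Carry-over of reads in either direction is argued against by 9 protein-coding genes at 10 FPKM or more in both libraries of one and over 10-fold lower in the other: 7 higher in 8633, of which *Lcn2*, *Ngp*, *Camp*, *Chil3* and *S100a9* are neutrophil genes, and 2 higher in JW14, *Rdx* (20.0 against 0.44 FPKM) and *Col27a1* (13.3 against 0.16). By this count 3 other pairs differed by fewer genes, 20M with 78A (6), 73A with 78A (7) and 73A with 73M (8). Of the 9 genes, *Rdx*, *Col27a1*, *Cdkn2a* and *Sh2d1b2* are not named as neutrophil genes above. *Cdkn2a* was at 12.9 FPKM in 8633 and 0.73 in JW14, and *Sh2d1b2* at 11.7 and 0. These genes also go against the same leukemia cells under both names, and leave a shared origin open. The NOTCH1 target list that both share with 5C is not enough, since at least 229 genes were more than 4-fold apart between 5C and 8633. Whether the DNA of the leukemias differs was not analysed here.

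The NOTCH1 target list and the listed *Notch1* mutations did not go together in 8633 and 78A. 8633 is listed with a mutation and had a list of 0.28, while 78A is not and had 4.98. *Dtx1* was at 0.157 FPKM in 8633, 42.9 to 110 in the 5 other leukemias listed with a mutation, and 119 in 78A. The totals of 8633 were 29.7 M counts in the VEH library and 22.8 M in the DEX library, around the median of 24.5 M. These totals argue against low depth. All 7 genes of the list other than *Notch1* were lower in 8633 than in each of the 5, which argues against the *Notch1* gene alone. A mislabelled sample stays open for 8633, and no other explanation was tested for 78A.

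The myeloid list was highest in 73A, at 2.92, against 0.59 to 2.12 in the other 8 leukemias, and so was the list of neutrophil genes, at 7.00, against 1.45 to 5.78. In the 2 lists of other cells that play no part in this observation, B lineage and erythroid, 73A was next to 73M and among the 2 highest of the 9 leukemias in 2 of 2. Its *S100a9*, *S100a8* and *Lyz2* were at 1656, 884 and 310 FPKM. The myeloid and neutrophil lists share *Mpo* and *Elane*. A larger share of other cells in 73A may explain its values; a change within the leukemia itself was not tested.

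*Cd7* was higher in 2M and JW81 than in the other leukemias. The lowest of their 4 libraries was at 3.59 FPKM, and the highest of the other 14 libraries at 0.541, so a single aberrant library is not the explanation. No biological explanation was tested.

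The VEH library of 73M held 201.2 M counts, against 8.23 to 39.8 M in the other 17 libraries. Its most abundant gene took 2.85% of the counts, less than the 4.08% reached in the DEX library of JW81, so a few genes do not account for the total. The paper's text gives no reason for the depth, and no biological explanation applies.

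Counts on short RNA genes were found in 5 libraries, the VEH library of 5C and the DEX libraries of 20M, 73M, JW14 and JW81. In these, 111 to 142 genes with 100 to 150 bases of exon reached 3 counts, against 17 to 47 in the other 13 libraries, while the longer genes, in a range of the same width from 250 bases, did not show this (40 to 83 and 58 to 153 genes). With DEX or VEH in the model, 141 genes differed between the groups (edgeR adjusted p under 0.05), 130 higher in the 5, with a median of 140 bases of exon. A library of 12.6 M counts among the 13, under 3 of the 5, had no counts on ribosomal RNA genes other than mitochondrial ones. This argues against depth. Whether the 5 libraries were prepared or sequenced in another way cannot be told from these counts, which are the observation itself. Pearson's r between the 2 libraries of a leukemia was 0.927 to 0.969 in the 5 leukemias with 1 such library and 0.973 to 0.990 in the other 4. The paper's text names no such group, and no biological explanation was tested.

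The median expression of whole chromosomes was shifted in some leukemias. After each gene's mean over the 9 leukemias was subtracted from its log2(FPKM + 1), the median of the 419 genes of chromosome 15 was 0.16 in 2M, 0.081 in 73M, 0.24 in 78A, 0.22 in 8633 and 0.22 in JW14, and -0.24 in 20M, -0.17 in 73A, -0.21 in 5C and -0.28 in JW81. Chromosome 1 was shifted by 0.34 in 2M, and chromosome 14 by 0.33 in 20M, 0.29 in 2M and 0.29 in 78A. In the other leukemias chromosome 1 lay between -0.15 (JW14) and 0.039 (73A). Chromosome 14 was at -0.26 in 8633, -0.26 in JW14, -0.22 in JW81, -0.15 in 5C, -0.13 in 73M and -0.027 in 73A. The values are relative to the mean of the 9 leukemias, so a downward value need not be a loss. Over the 9 leukemias the 16 other autosomes lay between -0.14 and 0.107, a range that holds the 0.081 of 73M. Within 73M alone these autosomes lay between -0.042 and 0.048, so its shift is left undecided. The smallest of the other upward shifts was 0.16, and the central 95% of 10000 random gene lists of the same size matched on mean expression reached at most 0.0767. In each of these both parts, divided at the median gene, moved, the part that moved less by at least 81.4% of the shift of the whole, which is consistent with copy gain of the whole chromosome. *Myc* was at 29.8, 37.2, 40.6, 34.5 and 30.9 FPKM in 20M, 2M, 73A, 73M and 78A, and at 43.7, 116.7, 95.5 and 38.3 in 5C, 8633, JW14 and JW81. These levels are means over VEH and DEX columns, between which *Myc* differed. The planned correlation of *Myc* with the shift of the other chromosome 15 genes was not past the threshold (Pearson's r = 0.449, exact permutation p = 0.281, n = 9). It cannot decide whether a relation exists, because the shifts fall into 2 clusters of fewer than 6 leukemias.

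Genes at which the paper lists retroviral integrations were compared between leukemias with and without one. *Rasgrp1* was higher by 3.12 (exact permutation p = 0.0556, adjusted p = 0.125) and *Myb* by 0.80 (exact permutation p = 0.0833, adjusted p = 0.125) in leukemias with an integration, and *Ikzf1* was at -0.25 (exact permutation p = 0.508). With 2 leukemias against 7 the smallest p possible for *Rasgrp1* and *Myb* is 0.0278, or 0.0833 after adjustment where 1 gene alone reaches it, so these tests could hardly pass and do not show that a difference is absent. Without JW81 the *Ikzf1* difference was 0.045.

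The 2 libraries of 4638 (DEX and VEH) had T lineage lists of 3.36 and 3.71, B lineage lists of 2.10 and 1.66, myeloid lists of 4.23 and 4.43, erythroid lists of 5.42 and 4.67 and neutrophil lists of 8.06 and 8.62. The myeloid list was above the T lineage list in both, the reverse of the 9 leukemias. *Trbv20* took 95.2% of 419 *Trbv* counts in the DEX library (95% Wilson interval 92.7% to 96.9%) and 95.4% of 1130 in the VEH library (94.0% to 96.5%). No explanation was tested.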
